A study of Mus musculus with 7 samples.

How the data were processed

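The study followed mouse embryonic stem cells through a stepwise differentiation by bulk RNA-seq of polyadenylated RNA. The line is named Bry-GFP in the labels, a name used for cells with a GFP sequence placed at the Brachyury gene (T). On day 0 the cells were growing on mouse embryonic fibroblast feeders with serum and the cytokine LIF. They were then taken off the feeders and held in suspension without serum at 75000 cells per mL for 48 h, when aggregates called embryoid bodies form (day 2). Noggin at 150 ng/mL, Wnt3a at 25 ng/mL and Activin A at 9 ng/mL were given for the next 48 h to induce primitive streak, the source of mesoderm and endoderm in the embryo (day 4). Basic FGF at 10 ng/mL was given for the last 48 h (day 6). There were 7 libraries, made with a stranded mRNA kit per the labels, 2 each for days 0, 2 and 4 and 1 for day 6. The labels call the replicates biological. Whether the day 0 RNA was taken before or after the feeders were removed is not given in the sources used here.

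The values were deposited as 1 table of 30590 rows and 7 value columns, all mapped to a library through the labels, with 0 unmapped columns. In the name of 1 column a letter O stands where the label has a zero, and it was mapped to day 0 replicate 2. The deposited values are natural log values of 1 plus a scaled read number, a unit that was inferred from the values and is not stated by the authors in the sources used here. Low values lie in steps, and the ratio of the 8-to-4-read step to the natural-log prediction was 0.947 to 1.04, against 0.83 to 0.914 for a base-2 log and 1.84 to 2.2 for a base-10 log. The sorted columns agree within 0.01 over the top 9896 ranks, so the libraries had been quantile normalized before deposit. The genome build was GRCm38 per the submitters' processing notes. The aligner, the counting tool, its annotation and its use of strand are not given in the sources used here, so genes with an overlapping or antisense neighbour, among them Hox genes, carry that uncertainty.

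The design had set the deposited values as they stand for the test, and they were only divided by the natural log of 2, which gives log2 levels and changes the scale alone. A fold change is therefore on the scale of 1 plus scaled reads and understates the change of low genes. From the height of the steps, the libraries held roughly 5830000 and 4790000 reads on day 0, 3300000 and 2820000 on day 2, 2950000 and 4450000 on day 4 and 3300000 on day 6. The level that 3 reads would give was between 1.45 and 2.3 (log2), and differences below it cannot be read. Between 16613 and 18215 genes were above 0 in a library. An exact 0 can be a failed estimate in this table: 387 genes were at 5 or more in 1 library and at 0 in another, 35 of them between replicates of a day, and Gapdh, a glycolysis gene that every cell uses, was listed at 6.19, 7.13, 1.85, 3.44, 3.51, 7.08 and 0 over the 7 libraries. Genes at 0 are therefore called listed at 0, with the value of each library and no fold. Medians of gene lists include such genes at their listed value.

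The 8674 genes at 0 in every library and 103 rows of foreign sequence were left out (92 spike-in RNAs, of which 4 were above 0 in any library, with reporter and selection sequences as the rest), which left 21813 genes tested. Differences between days were tested with limma-trend with robust empirical Bayes moderation (limma 3.58.1 in R 4.3.3) on all 7 libraries in 1 fit with 1 mean per day and 3 residual degrees of freedom, with Benjamini-Hochberg adjustment and a threshold of 0.05. The 3 comparisons of successive days and a joint F test over all days were made. Day 6 has no replicate: its comparison assumes that the lone library varies like those of the other days. Correlations used the 11800 genes with a mean level of at least log2 of 11, and principal components the 2000 most variable genes.

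There were 35 gene lists from general knowledge of early mouse development, signalling and metabolism, with 361 distinct genes, of which 360 were in the table and 353 were tested. Some genes stand on more than 1 list. Each list with at least 4 tested members was tested against all other genes with limma's camera at a preset correlation of 0.01, adjusted over the lists of a comparison. The genes named are the 5 largest rises and 5 largest falls past the threshold per comparison, with libraries of the days that do not overlap and a mean of at least 10 scaled reads, leaving out predicted, ribosomal protein and histone genes. Up to 3 members past the threshold were taken from each of up to 10 called lists, and 16 fixed marker genes were read in every comparison. Other list members are given to describe their list. The groups, the tests, the lists, this rule and the first set of alternatives were fixed before the data were examined. Design choices had allowed for counts or normalized values as well, and the alternatives that apply only to those were not used.

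For the counts of changed genes, alternatives fixed in advance were a replicate block, each library left out in turn, quantile normalization applied again, a low-value filter (log2 of at least 1 in at least 2 libraries), a fold threshold, a fit of the compared days alone and an estimated correlation for the lists. Chosen after seeing the data were levels corrected for the GC percent of the longest transcript, levels centred on the median, a filter on the mean level, the last combined with leaving out each library, removal of the 387 genes described above and a fit without day 0. Gene symbols were matched to GENCODE M21 on GRCm38, 28753 by symbol and 824 by an older symbol, with 1013 unmatched. All gene positions are from that annotation and 1-based. On simulated data with 67, 67 and 66 genes changed by a log2 of 1, 2 and 4 among 21813 tested, the test for day 2 against day 0 recovered 10.4%, 44.8% and 80.3% of them. The same shares were 10.4%, 52.2% and 81.8% for day 4 against day 2 and 1.49%, 37.3% and 77.3% for day 6 against day 4, with 2, 1 and 0 genes called without a change. A simulated list of 10 changed genes was found with adjusted p = 9.15e-09, 4.36e-10 and 1.5e-09 in the same order, beside 0, 0 and 1 other lists. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.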

Results

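RNA was measured in 7 libraries of mouse embryonic stem cells, 2 each from day 0 (on feeders), day 2 (embryoid bodies) and day 4 (after Noggin, Wnt3a and Activin A) and 1 from day 6 (after basic FGF). Levels are log2 of 1 plus scaled reads, ± values are SDs over n = 2 libraries, and day 6 values are those of its single library. Rough depth ran from 2820000 to 5830000 reads per library.

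Replicates of a day were closer to each other than to any other day. Pearson correlations across 11800 genes, which are not independent replicates, were 0.975, 0.946 and 0.96 between the replicates of days 0, 2 and 4 and between 0.68 and 0.918 across days. The first principal component held 64.1% of the variance and the second 14.6%. At most 0.195% of positive values were identical between any 2 libraries, so no library was a copy of another. Over the whole course 6232 of 21813 genes (28.6%) changed on any day by limma's F test. Their highest mean was on day 0 for 2150, on day 2 for 929, on day 4 for 987 and on day 6 for 2166, a count that assumes the lone day 6 library varies like the others and has no replicate check. Without 1 library the count was 867 or 0 (day 0 replicate 1 or 2), 4118 or 4181 (day 2 replicate 1 or 2) and 0 or 1590 (day 4 replicate 1 or 2).

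**Figure D1:**
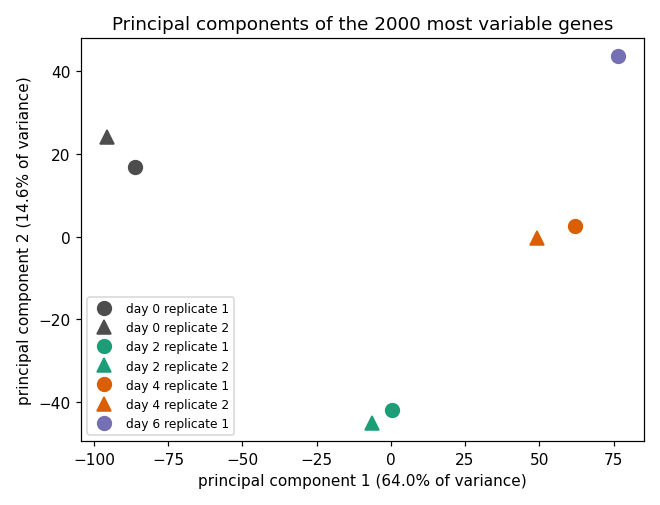
Positions of the 7 libraries on the first and second principal component of the 2000 most variable genes, each point a library, the colour its day and the symbol its replicate number. The first component (64.1% of the variance) runs from day 0 at -95.7 and -86.0 to day 6 at 76.5.

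**Figure D2:**
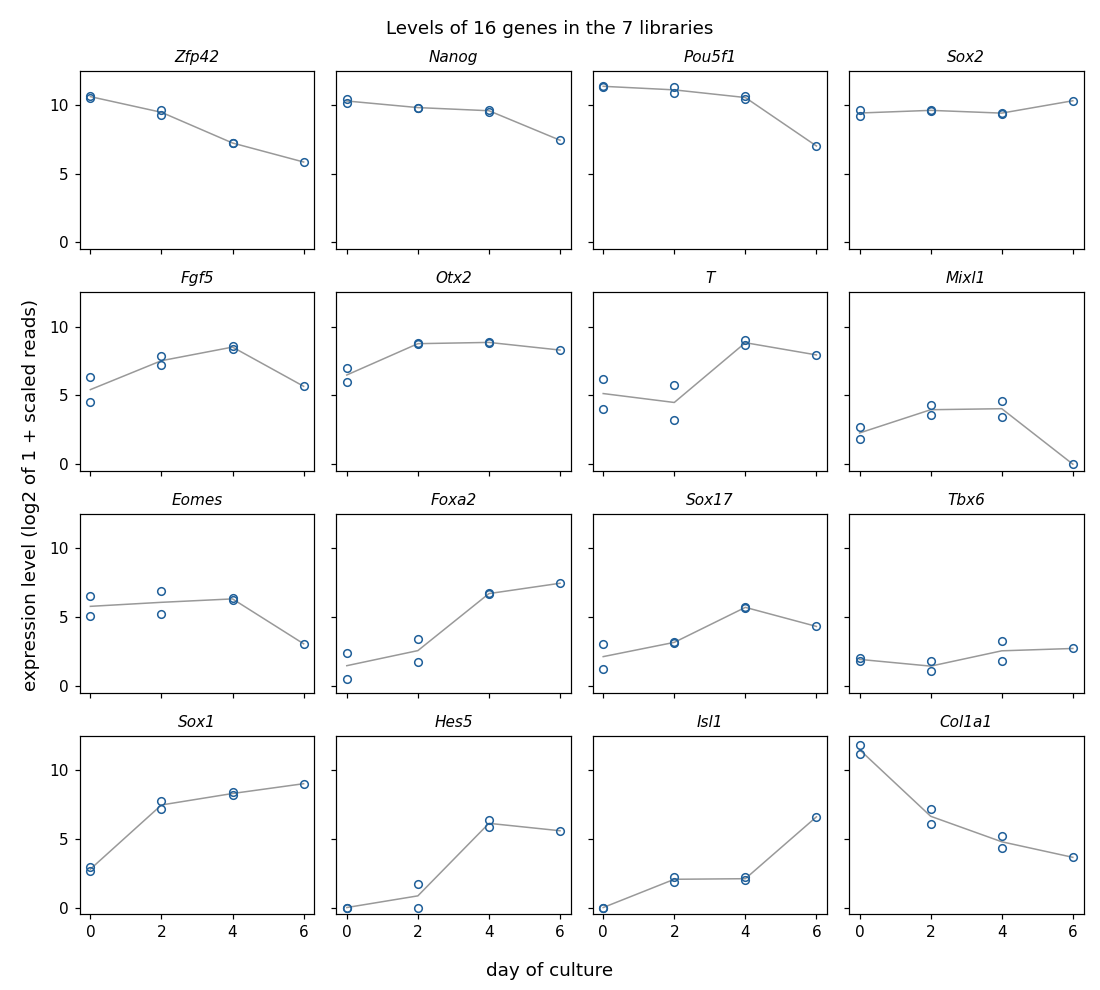
Levels (log2 of 1 plus scaled reads) of 16 genes by day of culture, with each library as an open circle and a line through the mean of each day. Pou5f1 stood at 10.55 on day 4 and 7.02 on day 6, and Sox1 went from 2.80 on day 0 to 9.02 on day 6.

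The first step, from stem cells on feeders to serum-free embryoid bodies, was read from day 2 against day 0. Sox1, the transcription factor of the early neural plate (chromosome 8, 12395295 to 12400126, plus strand, protein-coding), rose from 2.80 ± 0.22 to 7.47 ± 0.42, a 25.5-fold change (log2 4.67, SE 0.26, adjusted p = 0.000589). Greb1l (chromosome 18, 10325177 to 10562940, plus strand) rose from 4.62 ± 0.30 to 9.83 ± 0.27, or 37.1-fold (SE 0.20, adjusted p = 0.000496). Acta2, the smooth muscle actin of fibroblasts and muscle (chromosome 19, 34241090 to 34255590, minus strand), fell from 11.74 ± 0.21 to 3.73 ± 0.71 (log2 -8.01, SE 0.42, adjusted p = 0.000513). Klf4, a factor of the naive pluripotent state (chromosome 4, 55527143 to 55532466, minus strand), fell from 9.46 ± 0.03 to 5.42 ± 0.06 (log2 -4.04, SE 0.22, adjusted p = 0.000504). Fabp7, the brain fatty acid-binding protein, rose by a log2 of 5.04, Scube1 by 4.55 and Igfbp5, a binding protein of insulin-like growth factors, by 4.53. The other large falls were Sdpr, a caveola protein (-7.90), Ptgs2, a prostaglandin synthase (-7.83), Fosb, a part of the AP-1 factor (-7.62), and Lox, which cross-links collagen (-7.58). Without day 0 replicate 1 or 2 the change of Fabp7 was 6.17 or 3.91, that of Fosb -7.01 or -8.23. Without day 2 replicate 1 or 2 that of Scube1 was 3.64 or 5.47, that of Ptgs2 -7.05 or -8.61 and that of Fosb -6.84 or -8.40.

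Feeder fibroblast genes (median -3.79) and Xist (-2.40) fell in the same libraries in which the lists of this paragraph rose. Every tested gene of cholesterol synthesis rose, 12 of 12, and 12 adjusted over the list alone, with a median log2 fold change of 1.59 (camera adjusted p = 5.02e-10; adjusted p = 0.247 with an estimated correlation). Hmgcs1, which makes the HMG-CoA of the pathway (chromosome 13, 119690379 to 119708260, plus strand), went from 9.84 ± 0.23 to 11.94 ± 0.01. Insig1, the sterol sensor partner, rose by 1.84 and Lss, the lanosterol synthase, by 1.83. Genes of the post-implantation epiblast also rose, 8 of 10, and 9 adjusted over the list alone, with a median of 1.64 (camera adjusted p = 1.19e-07; adjusted p = 0.209 with an estimated correlation). Among them Sox3 rose by 3.62, Otx2, a factor of the anterior epiblast, by 2.28 and Pou3f1 by 2.22. Of the mitosis genes 5 of 11 rose, and 6 adjusted over the list alone, with a median of 0.49 (camera adjusted p = 8.97e-05; adjusted p = 0.373 with an estimated correlation). They included Mki67, the proliferation marker (1.07), Bub1, a spindle checkpoint kinase (1.06), and Cenpf (0.89).

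Naive pluripotency genes fell, 9 of 12, and adjusted over the list alone 10 fell and 1 rose, with a median of -1.20 (camera adjusted p = 1.56e-06; adjusted p = 0.215 with an estimated correlation). Tbx3 fell by 2.46, Klf5 fell by 2.45 and Zfp42 (Rex1; chromosome 8, 43295063 to 43306980, minus strand) fell by 1.14 from 10.62 ± 0.11. Nanog (chromosome 6, 122707489 to 122714633, plus strand) did not pass (log2 -0.48, adjusted p = 0.0652), nor did Pou5f1, the Oct4 gene (-0.26, adjusted p = 0.369), or Sox2 (0.19, adjusted p = 0.506). On levels corrected for GC content Nanog passed (-0.64, adjusted p = 0.0119). The core pluripotency list was not called (camera adjusted p = 0.887), with Lin28a up by 0.91 and Tdgf1 down by 0.85. Feeder fibroblast genes (median -3.79) and Xist (-2.40) fell in the same libraries as these and the next lists. Immediate early and stress genes fell, 8 of 10, and 9 adjusted over the list alone, with a median of -2.39 (camera adjusted p = 1.56e-06; adjusted p = 0.209 with an estimated correlation). Fos fell by 5.12 (-4.21 or -6.03 without day 0 replicate 1 or 2, -4.45 or -5.80 without day 2 replicate 1 or 2), Egr1 fell by 4.66 and Junb fell by 4.20. Targets of p53 fell, 6 of 11, and 6 adjusted over the list alone, with a median of -1.30 (camera adjusted p = 1.43e-05; adjusted p = 0.229 with an estimated correlation). Fas, a death receptor, fell by 2.96, Cdkn1a, the p21 cell cycle inhibitor, fell by 2.59 and Phlda3 fell by 1.73.

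Feeder fibroblast genes fell, 10 of 12, and 10 adjusted over the list alone, with a median of -3.79 (camera adjusted p = 7.36e-10; adjusted p = 0.209 with an estimated correlation). Besides Acta2 and Lox, Tagln fell by 5.59, and Col1a1, the main fibrillar collagen chain (chromosome 11, 94936224 to 94953042, plus strand), fell from 11.49 ± 0.46 to 6.64 ± 0.74 (adjusted p = 0.0021). Xist, the RNA that coats an inactive X chromosome, moved with them, at 9.33 and 9.63 on day 0, 6.75 and 7.40 on day 2, 4.22 and 3.78 on day 4 and 3.82 on day 6 (day 2 against day 0 -2.40, SE 0.30, adjusted p = 0.00516). It was chosen after its values were seen. The same libraries lost mesenchymal genes, with 7 of 10 down and 1, Cdh2, up (0.97), and 8 down and 1 up adjusted over the list alone, at a median of -2.23 (camera adjusted p = 1.57e-05; adjusted p = 0.247 with an estimated correlation). Vim, an intermediate filament, fell by 3.89 and Cdh11 fell by 3.51.

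Hox genes of paralog groups 5 to 9, which pattern the trunk, fell beside the feeder genes and Xist, 6 of 15, and 9 adjusted over the list alone, with a median of -2.31 (camera adjusted p = 4.06e-06; adjusted p = 0.215 with an estimated correlation). Hoxc6 fell by 3.81 and Hoxc8 fell by 3.24. In groups 10 to 13, 3 of 10 fell, and 6 adjusted over the list alone, with a median of -1.66 (camera adjusted p = 0.000166; adjusted p = 0.209 with an estimated correlation). They were Hoxd13 (-2.38), Hoxa11, listed at 0 in both day 2 libraries after 3.75 and 2.86, and Hoxd10, listed at 0 in both after 2.63 and 3.23. The 2-cell-like list had 2 of 9 members down, and 4 adjusted over the list alone, with a median of -1.61 (camera adjusted p = 0.00197; adjusted p = 0.339 with an estimated correlation). Both, Zscan4f (-2.29) and Zscan4d (-2.13), belong to a family of near-identical copies, so their values are uncertain.

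The other 24 lists were not called, the lowest with an adjusted p = 0.106 (epithelial). In the neural ectoderm list (adjusted p = 0.303) Sox1, Pax6, Zic1, Pax2 and Olig3 rose and Ncam1 fell. Pax2 was listed at 0 in both day 0 libraries and was at 3.42 and 3.38 on day 2. None of the 12 primitive streak genes passed. T, the Brachyury gene of the primitive streak (chromosome 17, 8434423 to 8442496, plus strand), was at 6.23 and 4.05 on day 0 and 3.18 and 5.80 on day 2 (adjusted p = 0.727). Fgf5, the epiblast growth factor, was at 6.33 and 4.52 on day 0 and 7.23 and 7.84 on day 2, had a log2 change of 2.11 (adjusted p = 0.0562; 3.01 or 1.20 without day 0 replicate 1 or 2) and passed on levels corrected for GC content (1.97, adjusted p = 0.0393). In all, limma called 2609 of 21813 genes, 1257 higher and 1352 lower, 824 and 1183 of them by at least a log2 of 1. The median of genes at or above the mean-level minimum shifted by 0.14, and with levels centred on the median the split was 984 higher and 1628 lower (62.3% lower against 51.8%). With the mean-level filter it was 1672 higher and 1278 lower (43.3% lower), and with the low-value filter 1695 higher and 1608 lower. The count was 554 without day 0 replicate 1, 140 without replicate 2, 287 and 396 without day 2 replicate 1 and 2, 691 without day 4 replicate 2 and 0 without day 4 replicate 1, where 5502 genes had an unadjusted p under 0.05.

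The second step was the 48 h with Noggin, Wnt3a and Activin A, meant to induce primitive streak, and was read from day 4 against day 2. Foxa2, a factor of endoderm, notochord and floor plate (chromosome 2, 148042877 to 148046969, minus strand), rose from 2.57 ± 1.22 to 6.72 ± 0.09, or 17.8-fold (log2 4.15, SE 0.78, adjusted p = 0.0441). Its log2 change was 3.29 without day 2 replicate 1, whose level of 1.70 was under that of 3 reads (2.12), and 5.02 without day 2 replicate 2, and its call was lost without any 1 library of days 0, 2 or 4 (adjusted p = 0.156 to 0.294). Cer1, a secreted inhibitor of Nodal, BMP and Wnt, rose from 2.61 ± 0.52 to 7.73 ± 0.04 (log2 5.12, SE 0.63, adjusted p = 0.0148). Zfp42 fell from 9.48 ± 0.23 to 7.24 ± 0.01 (log2 -2.24, SE 0.15, adjusted p = 0.00755). T stood at 3.18 and 5.80 on day 2 and at 9.02 and 8.67 on day 4 and did not pass (log2 4.35, SE 0.96, adjusted p = 0.0638).

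The largest rises were Nhlh2, a neuronal helix-loop-helix factor at 1.82 and 0 on day 2 and 8.27 and 6.38 on day 4 (adjusted p = 0.0184), Nhlrc3, Hes5, Pkd1l1 (5.22) and Dbx1, a homeobox gene of the neural tube (5.13). Nhlrc3 was at 6.29 and 6.15 on day 0, 0 and 0.76 on day 2, 6.79 and 6.71 on day 4 and 7.46 on day 6. Its rise thus starts from low values on day 2 alone, which can be failed estimates. Hes5, a Notch-responsive repressor of neural progenitors (chromosome 4, 154960923 to 154962371, plus strand), was at 1.70 and 0 on day 2 and 6.36 and 5.90 on day 4 (adjusted p = 0.0147). Agtr2, an angiotensin II receptor, fell by 5.21, Ttn, the muscle protein titin, fell by 4.98, Capn3, a calpain of muscle, fell by 4.95 and Stra8, a gene of meiotic entry, fell by 4.14. Zscan4c had the other large fall (-5.08). Without day 2 replicate 1 or 2 the change of Stra8 was -3.31 or -4.97, and without day 4 replicate 1 or 2 that of Zscan4c was -4.35 or -5.82. In the 2-cell-like list 3 of 9 fell, Zscan4c, Zscan4d (-3.93) and Zscan4f (-3.29), and 3 adjusted over the list alone, at a median of -1.75 (camera adjusted p = 0.00101; adjusted p = 0.282 with an estimated correlation). These copies are near-identical and their values uncertain, and the list was not called without day 4 replicate 2 (adjusted p = 0.104).

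Naive pluripotency genes fell, 8 of 12, and 11 adjusted over the list alone, with a median of -1.48 (camera adjusted p = 4.72e-09; adjusted p = 0.255 with an estimated correlation). Nr0b1 fell by 3.09 and Tbx3 fell by 2.25. Core pluripotency genes fell, 6 of 12, and 10 adjusted over the list alone, with a median of -1.06 (camera adjusted p = 1.37e-07; adjusted p = 0.255 with an estimated correlation). Fgf4, a growth factor of the inner cell mass, fell by 2.16, Dppa4 fell by 2.09 and Gdf3 fell by 2.01. Pou5f1 (-0.56, adjusted p = 0.107), Nanog (-0.23, adjusted p = 0.4) and Sox2 (-0.20, adjusted p = 0.525) did not pass, while Pou5f1 passed on levels corrected for GC content (-0.79, adjusted p = 0.0154). In the germ line list only Tfap2c passed, down by 4.83 from 5.40 ± 0.47, with 8 of 10 down adjusted over the list alone and a median of -1.68 (camera adjusted p = 0.00059; adjusted p = 0.255 with an estimated correlation).

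Of the notochord and axial mesoderm genes 4 of 8 rose, and 8 adjusted over the list alone, with a median of 4.25 (camera adjusted p = 8.48e-06; adjusted p = 0.255 with an estimated correlation). They were Foxa2, Chrd, a BMP inhibitor (4.54, and 5.44 or 3.63 without day 2 replicate 1 or 2), Foxj1, a factor of motile cilia (3.57), and Noto, a notochord homeobox gene listed at 0 in both day 2 libraries and at 5.79 and 4.13 on day 4. Definitive endoderm genes rose, 3 of 11 (Cer1, Foxa2 and Krt19, a keratin, 2.78), and adjusted over the list alone 7 rose and 1 fell, with a median of 1.64 (camera adjusted p = 0.0128; adjusted p = 0.255 with an estimated correlation). That call was lost without day 2 replicate 1 (adjusted p = 0.0797), day 4 replicate 1 (0.0753) or day 4 replicate 2 (0.101). Sox17, another endoderm factor, had a log2 change of 2.55 that did not pass (adjusted p = 0.0768). Epithelial genes rose, 2 of 11 (Krt18 by 2.97 and Krt8 by 2.88), and 5 adjusted over the list alone, with a median of 1.02 (camera adjusted p = 0.0116; adjusted p = 0.608 with an estimated correlation), a call lost without day 2 replicate 1 (adjusted p = 0.0637) or day 4 replicate 2 (0.31).

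The primitive streak list was not called (camera adjusted p = 0.0886), with Lhx1 (3.61, adjusted p = 0.0434) its 1 member of 12 that passed and 3 up and 1 down adjusted over the list alone. Mixl1 (0.07, adjusted p = 1), Eomes (0.25, adjusted p = 0.908) and Tbx6 (1.12, adjusted p = 0.408), factors of streak and early mesoderm, did not pass. Without 1 library in turn their changes ran from -0.52 to 0.67, from -0.57 to 1.06 and from 0.38 to 1.85, the extremes of Eomes without day 2 replicate 1 and 2 and those of Mixl1 and Tbx6 without a day 4 library. In the list of Nodal and activin targets 4 of 9 fell and 1 rose, and 7 fell and 2 rose adjusted over the list alone, with a median of -0.83 but a mean of -0.12 (camera down, adjusted p = 0.0116; adjusted p = 0.255 with an estimated correlation). The falls were Lefty2 (-2.07), Lefty1 (-1.46), both Nodal antagonists, Tdgf1, a Nodal co-receptor (-0.99), and Skil (-0.71), and the rise was Cer1. The call was lost without day 2 replicate 1 (adjusted p = 0.0637), day 2 replicate 2 (0.0547) or day 4 replicate 2 (0.0692). Paraxial mesoderm genes rose, 2 of 12 (Dll3 by 2.36 and Lfng by 1.95, both of the Notch pathway), and adjusted over the list alone 3 rose and 1 fell, with a median of 1.16 (camera adjusted p = 0.0294; adjusted p = 0.282 with an estimated correlation). This call was lost on levels corrected for GC content (adjusted p = 0.0864), without genes listed at 0 in some libraries (0.0603) and without any 1 of the day 2 and day 4 libraries (adjusted p = 0.0547 to 0.111).

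Notch targets rose, 3 of 10 (Hes5, Lfng and Notch1, a receptor, by 1.83), and 6 adjusted over the list alone, with a median of 1.39 (camera adjusted p = 0.000165; adjusted p = 0.255 with an estimated correlation). Neural ectoderm genes rose, 4 of 13, and adjusted over the list alone 7 rose and 1 fell, with a median of 1.11 (camera adjusted p = 0.00234; adjusted p = 0.29 with an estimated correlation). They were Hes5, which is also on the Notch list, Nes, the progenitor filament nestin (1.60), Pax6, an eye and forebrain factor (1.33), and Neurog2, a proneural factor listed at 0 in all libraries of days 0 and 2 and at 3.45 and 3.65 on day 4. Hypoxia and glycolysis genes rose, 4 of 12, and 5 adjusted over the list alone, with a median of 1.02 (camera adjusted p = 0.000165; adjusted p = 0.31 with an estimated correlation). Vegfa, the vascular growth factor, rose by 1.68, Slc2a1, a glucose transporter, by 1.49, Ldha by 1.04 and Aldoa by 0.91, and the list was not called without day 4 replicate 2 (adjusted p = 0.0569).

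Feeder fibroblast genes fell further, 5 of 12, and adjusted over the list alone 7 fell and 1 rose, with a median of -1.82 (camera adjusted p = 0.00292; adjusted p = 0.255 with an estimated correlation). Dcn, a matrix proteoglycan, fell by 3.53, Col3a1 fell by 2.90 (-3.56 or -2.25 without day 4 replicate 1 or 2) and Postn fell by 2.54, and Xist fell by 3.08 (adjusted p = 0.00951). The list was not called without day 2 replicate 1 (adjusted p = 0.0637). Fold changes of day 4 against day 2 had a Spearman correlation of 0.284 with transcript GC percent across 11730 genes. The other 22 lists were not called, the lowest with an adjusted p = 0.0578 (DNA methylation enzymes). In all, limma called 782 of 21813 genes, 317 higher and 465 lower, 258 and 373 of them by at least a log2 of 1. Without either library of day 0, day 2 or day 4, 0 genes passed, with 3511 to 5139 at an unadjusted p under 0.05, and the fit without day 0 also gave 0, with 3893. With the low-value filter 1524 genes passed, with the mean-level filter 1422 and with correction for GC content 1361, of which 668 were higher and 693 lower (50.9% lower against 59.5%).

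**Figure D3:**
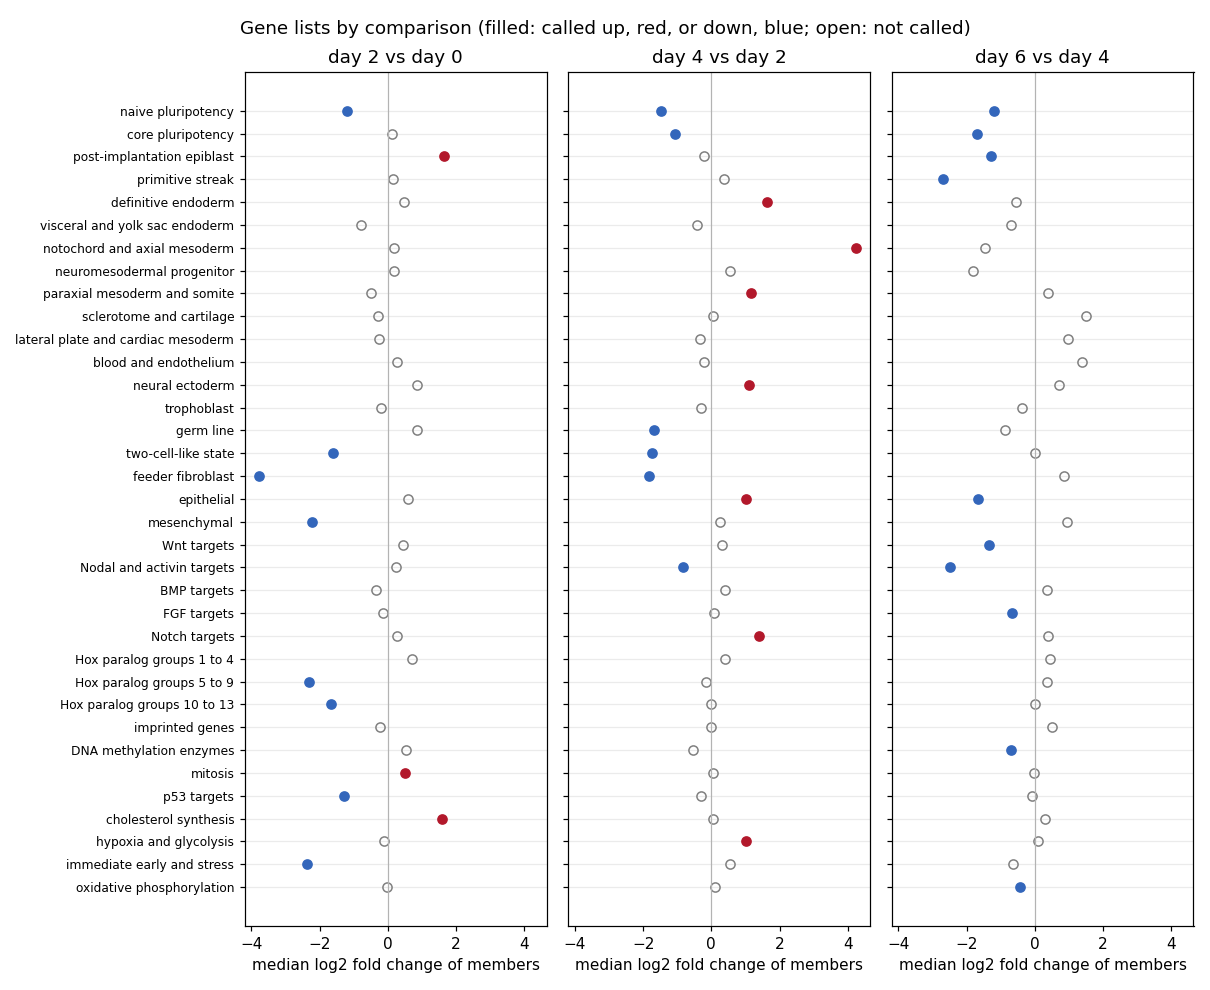
Median log2 fold change of the members of each of the 35 gene lists (points) in the 3 comparisons, filled red where camera called the list up, filled blue where down and open where not called. Called lists number 11, 13 and 10, and the 10 of day 6 against day 4 are all down.

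The third step, 48 h with basic FGF, was read from day 6 against day 4, and each count below rests on the assumption that the lone day 6 library varies like the others, with no replicate check. Pou5f1 (chromosome 17, 35506018 to 35510772, plus strand) fell from 10.55 ± 0.13 to 7.02, or 11.5-fold (log2 -3.53, SE 0.19, adjusted p = 0.00367), and by a log2 of -2.70 on levels corrected for GC content. Nodal, a growth factor of epiblast and streak (chromosome 10, 61417972 to 61425338, plus strand), fell from 6.84 ± 0.12 to 3.51 (log2 -3.33, SE 0.22, adjusted p = 0.00657; -2.67 after GC correction). Nanog fell from 9.59 ± 0.12 to 7.44 (log2 -2.15, SE 0.16, adjusted p = 0.00815). Isl1, a homeobox factor of motor neurons and cardiac progenitors (chromosome 13, 116298281 to 116309689, minus strand), rose from 2.10 ± 0.13 to 6.60 (log2 4.50, SE 0.60, adjusted p = 0.022).

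Rgs4, a regulator of G-protein signals, rose by 3.86. Scg2, a secretogranin of neuroendocrine cells, rose by 3.67, Lrrn3 by 3.65 and Sim1, a factor of hypothalamic neurons, by 3.49, and these 3 did not pass on levels corrected for GC content, at 3.44 (adjusted p = 0.0542), 3.21 (0.0562) and 2.96 (0.0908). The largest falls were in genes listed at or near 0 on day 6. Ssna1 was at 6.70 and 6.36 on day 4, Farsa, a tRNA synthetase subunit, at 6.90 and 5.68 and Sfswap, a splicing factor, at 5.59 and 6.53, and each was listed at 0 on day 6. Bcas2 was at 0.43 and Zc3h3 at 0.49 on day 6, below the level of 3 reads. Bcas2 had also been at 0.43 and 2.74 on day 2, and it was at 5.68 and 6.90 on day 4. An exact 0 can be a failed estimate here, and the swings of Bcas2 leave its low value in the same doubt. These largest falls rest on the lone day 6 library and cannot be read as genes shut off.

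Core pluripotency genes fell, 8 of 12, and adjusted over the list alone 9 fell and 1 rose, with a median of -1.69 (camera adjusted p = 3.04e-06; adjusted p = 0.334 with an estimated correlation). Utf1 fell by 3.47 (-2.21 after GC correction) and L1td1 fell by 2.65, while Sox2 (chromosome 3, 34650405 to 34652461, plus strand) had a log2 change of 0.90 (adjusted p = 0.0549) that passed after correction for GC content (0.98, adjusted p = 0.0347). Naive pluripotency genes fell, 5 of 12, and 9 adjusted over the list alone, with a median of -1.19 (camera adjusted p = 0.00017; adjusted p = 0.358 with an estimated correlation), among them Esrrb (-1.58), Zfp42 (-1.38) and Klf2 (-2.14), the last not past the threshold after GC correction (adjusted p = 0.115). Post-implantation epiblast genes fell, 4 of 10, and 7 adjusted over the list alone, with a median of -1.27 (camera adjusted p = 6.38e-06; adjusted p = 0.334 with an estimated correlation). Dnmt3b, a de novo DNA methyltransferase, fell by 2.66, Zic2 fell by 1.91 and Lef1, a Wnt effector, fell by 1.81. Of the DNA methylation enzymes 4 of 9 fell, and adjusted over the list alone 6 fell and 1 rose, with a median of -0.69 (camera adjusted p = 0.00333; adjusted p = 0.334 with an estimated correlation). Dnmt3l fell by 2.60 and Uhrf1 fell by 0.93, and the list was not called without day 4 replicate 1 (adjusted p = 0.0801).

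Nodal and activin targets fell, 4 of 9, and 9 adjusted over the list alone, with a median of -2.50 (camera adjusted p = 6.35e-07; adjusted p = 0.334 with an estimated correlation). Besides Nodal, Tdgf1 fell by 2.60, Lefty1 fell by 2.50 (-1.57 after GC correction) and Skil fell by 0.81. Primitive streak genes fell, 3 of 12, and 6 adjusted over the list alone, with a median of -2.69 (camera adjusted p = 0.000214; adjusted p = 0.401 with an estimated correlation). They were Nodal, Mixl1, at 3.45 and 4.63 on day 4 and listed at 0 on day 6, and Evx1, at 2.94 in both day 4 libraries and listed at 0 on day 6. T stayed at 7.95 on day 6 (log2 -0.89, adjusted p = 0.715). FGF targets fell, 3 of 10, and 6 adjusted over the list alone, with a median of -0.67 (camera adjusted p = 0.000388; adjusted p = 0.381 with an estimated correlation). They were Etv5 (-2.70), Etv4 (-2.03) and Il17rd, an inhibitor of FGF signals (-1.92). Of the Wnt targets only Lef1 fell, with 4 of 12 adjusted over the list alone and a median of -1.35 (camera adjusted p = 0.00808; adjusted p = 0.334 with an estimated correlation). The Wnt call was lost with the mean-level filter (adjusted p = 0.159) and without day 4 replicate 1 (0.0551).

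Epithelial genes fell, 4 of 11, and 9 adjusted over the list alone, with a median of -1.66 (camera adjusted p = 2.7e-05; adjusted p = 0.401 with an estimated correlation). Cdh1, the epithelial cadherin, fell by 2.08, Cldn7, a tight junction claudin, fell by 2.39 and Esrp1, an epithelial splicing factor, fell by 1.70. Oxidative phosphorylation genes fell, 3 of 12, and 6 adjusted over the list alone, with a median of -0.43 (camera adjusted p = 0.013; adjusted p = 0.381 with an estimated correlation). They were Cox4i1 (-1.80), Uqcrc1 (-1.18) and Atp5a1 (-0.72), and the call was lost without day 4 replicate 2 (adjusted p = 0.107) and with the mean-level filter (0.0504). The fixed markers Sox1 (0.71 before, 1.48 after) and Fgf5 (-2.85 before, -3.07 after) passed on levels corrected for GC content. Like Sox2, they did not pass on the levels as deposited. After correction for GC content 11 of the genes named no longer passed, among them Scg2, Lrrn3 and Sim1. Evx1, listed at 0 on day 6, had an adjusted p = 0.0904, Cldn7 had a log2 change of -1.62 (SE 0.47 against 0.45 before), and the changes of Zic2 (-0.88), Etv4 (-1.09), Uhrf1 (-0.52), Cox4i1 (-0.92) and Atp5a1 (-0.23), like that of Klf2, were smaller than before.

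All 10 called lists went down, and 25 were not called, the lowest with an adjusted p = 0.0619 (neuromesodermal progenitor). In all, limma called 972 of 21813 genes, 278 higher and 694 lower, 225 and 631 of them by at least a log2 of 1. Of the rises 48 were in genes without any spread within days 0, 2 and 4. Fold changes followed transcript GC percent, with a Spearman correlation of -0.571 across 11730 genes, and the median GC percent was 43.4 in genes that rose and 55 in genes that fell. On levels corrected for GC content all 10 lists were still called down and 17 lists were called in all, the others being paraxial mesoderm, sclerotome, lateral plate, neural ectoderm, feeder fibroblast and Hox groups 1 to 4 up and germ line down. With an estimated correlation on those levels no list was called, the lowest at adjusted p = 0.246. In the 6 lists up, 1, 0, 1, 3, 0 and 0 members rose in the order named, and adjusted over the list alone 3, 1, 3, 8 (with 1 down), 6 and 0. The germ line list had 1 up and 1 down, and 1 up and 4 down adjusted over the list alone. Medians shrank from -0.43 to -0.21 for oxidative phosphorylation and from -1.27 to -0.83 for the post-implantation epiblast. They also shrank for Nodal and activin targets (-2.50 to -1.83), epithelial genes (-1.66 to -1.16) and Wnt targets (-1.35 to -0.91). The same held for primitive streak (-2.69 to -2.21), DNA methylation enzymes (-0.69 to -0.49) and FGF targets (-0.67 to -0.45). Those of core (-1.69 to -1.73) and naive pluripotency (-1.19 to -1.26) did not shrink. The count was 0 without either library of day 0 or day 4, with 4549 to 4961 genes at an unadjusted p under 0.05, and 256 and 295 without day 2 replicate 1 and 2. It was 0 in a fit of days 4 and 6 alone, with 3732 at an unadjusted p under 0.05, 7 in the fit without day 0, 489 with quantile normalization applied again, 1826 with the low-value filter and 2200 with the mean-level filter.

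**Figure D4:**
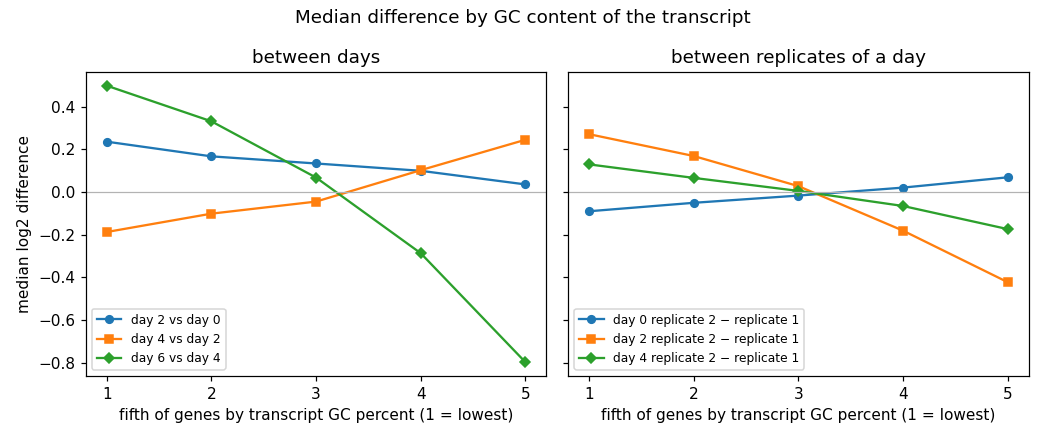
Median log2 difference (y axis) of genes in 5 groups of equal size by transcript GC percent (x axis, 1 the lowest), for the 3 comparisons between days and for replicate 2 minus replicate 1 of days 0, 2 and 4. Day 6 against day 4 runs from 0.50 to -0.80, and the day 2 replicates differ from 0.27 to -0.42.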

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

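No test was run on the values of this part, and the minimum of the level of 3 reads was chosen after they were seen. Of the reporter sequences, which no comparison used, YFP and eGFP were above that level in both day 4 libraries, while mCherry and tdTomato were listed at 0 in all 7 libraries. The lowest day 4 value of the YFP sequence was 3.89 and that of the eGFP sequence 2.97 (log2). Over the 7 libraries eGFP was at 0.15, 0, 0.75, 0, 4.50, 2.97 and 2.07 and YFP at 0, 0, 0.43, 0, 3.89, 4.37 and 1.29, in the order day 0, 2, 4 and 6. T stood at 6.23, 4.05, 3.18, 5.80, 9.02, 8.67 and 7.95 in the same libraries. The eGFP and YFP sequences are nearly identical, so reads cannot be assigned to either with certainty. No explanation was tested.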

How the results depend on the processing

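Corrections for GC content, median centring, the mean-level filter, removal of genes listed at 0, the fit without day 0 and, for the lists and parts of the named genes and correlations, the second quantile normalization and the low-value filter were chosen after seeing the data. The labels share replicate numbers and a matching code across days without saying what they mark. Replicate differences correlated at -0.0582, -0.0662 and 0.222 between days, not all over 0.1, so the libraries were not taken as paired. Those differences also followed transcript GC percent, with Spearman correlations of 0.166, -0.545 and -0.251 on days 0, 2 and 4. Day 0 thus ran opposite to days 2 and 4, so the low correlations cannot exclude a shared replicate effect. The lone day 6 library carries replicate number 1, so day 6 against day 4 is not balanced for such an effect. With a replicate block 2243, 568, 606 and 5093 genes passed for day 2 against day 0, day 4 against day 2, day 6 against day 4 and any day, against 2609, 782, 972 and 6232, and day 6 against day 4 split into 95 higher and 511 lower.

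With an estimated correlation 0, 0 and 0 lists were called in the 3 comparisons, with lowest adjusted p of 0.209, 0.255 and 0.334 and lowest unadjusted p of 0.00689, 0.0165 and 0.00995. Quantile normalization applied again left 2365, 534 and 489 genes. The low-value filter gave 3303, 1524 and 1826, the mean-level filter 2950, 1422 and 2200, correction for GC content 3270, 1361 and 695, median centring 2612, 866 and 1133 and removal of genes listed at 0 2472, 668 and 976. In a fit of the compared days alone 1935, 1077 and 0 passed, the last on 1 residual degree of freedom. Without day 0 in the fit 0 genes passed for day 4 against day 2 and 7 for day 6 against day 4. For day 6 against day 4, 17 lists were called after GC correction, and with an estimated correlation on those levels 0, 0 and 0 in the 3 comparisons, a setting chosen after seeing the data.

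Leaving out each library in turn gave 0 to 2871 genes for day 2 against day 0, 0 to 1092 for day 4 against day 2, 0 to 295 for day 6 against day 4 and 0 to 4181 for any day. At an unadjusted p under 0.05 limma had 4442 to 5859, 3511 to 5139 and 4549 to 5930 genes in these runs. Where a library left a day with 1 library, that library was assumed to vary like the others. These runs called 11 to 12, 7 to 15 (8 without day 2 replicate 1, 7 without day 4 replicate 2) and 9 to 11 lists. Their prior degrees of freedom were 0.564 to 1.92 on 2 residual degrees of freedom, and 4.97 on 3 without day 6, against 3.59 with all libraries. With the mean-level filter in the same runs, that without day 6 included, the prior was 5.87 to 7.14, the counts were 1098 to 2925, 558 to 1775, 1139 to 2976 and 4008 to 7127, and 9 to 10, 9 to 13 and 8 to 10 lists were called. Beyond these constructions the causes were not tested.

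Of 149 named gene and comparison pairs, 110 passed, and all 110 kept their direction without each library in turn. That is a weak check, since the largest rises and falls were chosen with libraries that do not overlap and could not reverse. Leaving out a library of another day does not alter a fold change. The lone day 6 library could not be left out of its own comparison. Of the 90 called pairs that the mean-level filter leaves, 84 kept their call in every run that left out a library with that filter. Without the filter, 76 to 110 of the pairs lost their call when a library of days 0, 2 or 4 was left out. GC correction ended 11 calls and added 7, the second quantile normalization ended 16, the block 12, a fit of the compared days alone 36, and the fit without day 0 ended 67 among 96 pairs. The lowest replicate correlation was 0.946 to 0.956 under all scalings. Depth limits genes below a log2 level of 1.45 to 2.3, that of 3 reads.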

Other observations

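The comparisons of days 4 and 6 with day 0 and the tests of explanations in this part were chosen only after the results were seen. The genes of this paragraph were picked after their values were seen and stand for no list. Dcx, a microtubule protein of migrating neurons, was at 2.16 and 1.53 on day 0, 9.25 and 7.09 on day 4 and 10.31 on day 6 (day 4 against day 0 log2 6.33, SE 0.67, adjusted p = 0.00153). Elavl4, a neuronal RNA-binding protein, rose by 5.23 on day 4 and 7.34 on day 6, Sox21 by 5.57 and 6.64, Rfx4 by 4.66 and 5.35, and Nkx6-1, a factor of ventral neural progenitors, had 1.22 and 0 on day 0, 6.13 and 6.09 on day 4 and 8.44 on day 6. Neurod4 was listed at 0 in both day 0 libraries and was at 5.33 and 5.30 on day 4 and 8.35 on day 6. Tubb3 (7.29 and 7.44 on day 0, 9.21 and 7.38 on day 4, log2 0.94, adjusted p = 0.331) and Stmn2 (9.92 and 9.63, then 9.41 and 9.44, log2 -0.35, adjusted p = 0.154), which are also neuronal, did not pass on day 4. In all, limma called 4731 genes on day 4 and 5805 on day 6 against day 0, the latter with the lone day 6 library assumed to vary like the others and no replicate check.

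On day 6 against day 4, members of lists that were not called passed in both directions, and those named here were picked after their values were seen. Hbb-bh1, an embryonic globin, was at 0 and 1.81 on day 4 and 6.01 on day 6 (adjusted p = 0.0317), Tbx20, a cardiac factor, rose by 3.04 (adjusted p = 0.0477) and Foxc1 by 2.62 (adjusted p = 0.0487). In the hypoxia and glycolysis list (median 0.09, camera adjusted p = 0.3; adjusted p = 0.738 with an estimated correlation) Slc2a1 (-1.63), Eno1 (-1.58), Aldoa (-1.31) and Ldha (-0.85) fell, 4 of 12, with 4 down and 1 up adjusted over the list alone. After correction for GC content 2 members of that list were down. These values rest on the single day 6 library.

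The first pattern weighed is the fall of feeder fibroblast genes from day 0 to day 2, with a median of -3.79. RNA of feeder cells in the day 0 libraries may account for part of it, as a hypothesis: Xist, which is not on the list, fell by 2.40. The 4 Y-linked genes went both ways, with Uty at 0.68, Eif2s3y at 0.67, Ddx3y at -0.55 and Kdm5d at -1.54 (adjusted p = 0.0457). Because they went both ways, those changes do not decide the source. On day 4 Uty was at 7.13 and 6.75, Eif2s3y at 7.56 and 7.89 and Ddx3y at 7.33 and 7.55. Xist was then at 4.22 and 3.78, so these Y-linked genes did not follow it. Kdm5d was at 3.34 and 4.08, below its 5.46 and 5.29 on day 0. Against 1 dilution factor for all feeder RNA, 7 of 12 members fell further than Xist by more than 2 SE of the difference. On day 4 against day 0 the list median was -5.10 and Xist was at -5.48, so the list as a whole fell no further. None of the 12 members is on another list, and the most abundant on day 0, Col1a2, went from 12.35 to 7.78. On day 4, after feeders were removed, 10 members had at least 10 scaled reads. A fall within the stem cells themselves on leaving serum stays open, as untested.

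The second pattern is that 71.4% of the genes that changed on day 6 against day 4 fell. That share varied with the setting. It was 69.44% with the low-value filter, 76.89% (113 higher, 376 lower) with quantile normalization applied again and 84.32% (95 higher, 511 lower) with a replicate block. A trend with GC content as the whole cause is argued against, since 75.97% of changed genes fell after correction. Both directions lost calls: 167 genes rose and 528 fell after correction, against 278 and 694 before. Of the 972 calls before correction, 500 were kept with the same sign. Failed estimates listed at 0 are argued against likewise, with 71.62% without those genes, as is loss of low genes at this depth, with 66.14% among genes with a higher mean level. A peculiarity of the lone day 6 library stays open, because no second library exists to set against it. A response of the cells to the day 6 medium likewise stays open and was not tested.

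The third pattern is the rise of neural ectoderm genes by day 4, with 9 of 13 higher and 1 lower than on day 0, and 9 higher and 3 lower adjusted over the list alone (camera adjusted p = 0.000936; adjusted p = 0.235 with an estimated correlation). GC content is argued against, since the list stayed called up after correction (adjusted p = 0.000716; adjusted p = 0.235 with an estimated correlation). A rise of all other markers alike as pluripotent and feeder RNA drops out was weighed with 24 genes of lateral plate, heart, blood and endothelium. The 18 above the level of 3 reads on day 0 or day 4 had a median of -0.35 (SD 1.85), with 5 higher and 13 lower. That median was 3.15 below the 2.80 of the 13 neural genes (SD 2.62; two-sided permutation p = 0.00615 over 100000 resamples of genes, which are not independent replicates). Some of the 18 were highest on day 0 like the feeder genes. Runx1 was at 6.00 and 6.30 on day 0 and 1.20 and 2.58 on day 4, and Tbx5 at 3.41 and 3.84, then 0 and 1.13. Genes kept through their day 0 level may fall with feeder RNA, so the test cannot decide and this explanation stays open. The rise was not particular to neural genes, since the notochord (median 3.63, 7 of 8 higher and 8 adjusted over the list alone, adjusted p = 0.00024), epithelial (8 of 11 and 8, 0.00025) and definitive endoderm lists (median 1.26, 6 of 11 and 6, 0.011) were also called up against day 0, with adjusted p = 0.203, 0.383 and 0.208 with an estimated correlation. A neural-like share of cells by day 4 is only a candidate explanation for the 13 genes, of which 1 stands on another list and 12 had at least 10 scaled reads on day 4, Nes the most at 10.19, while the authors' normalization was not tested as a cause and no cell was counted.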
